A study of Solenopsis invicta with 3 samples. Its data were reported in "Has gene expression neofunctionalization in the fire ant antennae contributed to queen discrimination behavior?" (2019).

How the data were processed

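Antennal RNA of fire ant workers (*Solenopsis invicta*) was measured by RNA-Seq in 3 libraries, 1 for each worker class: polygyne workers heterozygous for the social supergene (*SB/Sb*, hereafter P_Bb), polygyne *SB/SB* workers (P_BB) and monogyne *SB/SB* workers (M_BB). The class of each library was taken from the colony type and genotype in the labels. Each library was a pool of cDNA from several colonies that had been amplified separately with the NuGEN Ovation kit before mixing. The P_Bb and P_BB pools came from the same polygyne colonies, and the M_BB pool came from other, monogyne colonies, so social form could not be separated from colony. With 1 library per class there was no replicate, and no test across replicates was made.

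The authors mapped read pairs with Bowtie onto a transcript reference and counted them with RSEM without strand information, per the file headers and names. The versions used for these libraries were not stated. The reference held 19703 entries: 15589 entries of the official gene set (SINVm1_gene), 3641 models from a transcript assembly (XLOC) and 473 odorant receptor models (SiOR). Entries of different kinds can overlap in sequence, and RSEM divides the reads that fit more than 1 entry by expectation maximisation. The deposited expected counts (estimated counts that need not be whole numbers) were not normalized by the authors. The deposited TPM values were made by RSEM from the same counts and the effective transcript lengths. The deposited posterior standard deviation of each count was used as a measure of how uncertain the division of reads was. A deposited file of merged Cufflinks transcript models on the Si_gnH assembly gave exon positions. Its XLOC numbers did not name the same models as those of the expression tables: 2132 numbers occurred in both, and the length agreed for 1 of them. Positions were therefore not joined to expression values, and no test of clustering on scaffolds was run. None of the 19703 identifiers matched the RefSeq gene table of assembly UNIL_Sinv_3.0 (0 matched), so entries are named by their identifiers. *Gp-9* was not analysed here.

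Expected counts were divided by upper-quartile size factors (the 75th percentile over all entries, scaled to a geometric mean of 1), which were 0.938 for P_Bb, 0.958 for P_BB and 1.11 for M_BB. The study names quantile normalization; the 75th percentile over all entries was the choice made here. Log2 ratios were computed on the scale log2(normalized count + 1), which understates the change of low genes. Folds and plain ratios of single genes to the mean of the other 2 libraries used no pseudocount, and neither did their intervals. The 9260 entries with a mean normalized count of at least 10 over the 3 libraries were compared, and are called genes below. A gene was counted as different where the ratio of 2 libraries was at least 2-fold. The 3 sortings placed each gene by the library that stood apart, that is at least 2-fold above or below both others while these lay within 2-fold of each other. P_Bb apart is the genotype pattern and M_BB apart is the social form pattern. P_BB apart follows neither factor on its own and served as an internal yardstick. Ratios of 2 libraries for single genes carry 95% Clopper-Pearson intervals computed from counts rounded to whole numbers. These intervals compare libraries, not conditions. The reads were amplified and carried no molecular identifiers, so intervals and floors cover counting error only. A library with at most 3 counts was treated as at the floor, and a fold against it is given as a lower bound.

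Lists of genes were described by the percentile of their median among 10000 random lists of the same size, drawn from 20 bins of mean expression without the members of the list. The study's own lists of genotype and social form genes were taken by identifier and listed direction. They had been chosen on other aliquots of the same amplified cDNA, so they are not independent of these libraries. Only SINVm1_gene identifiers entered the main comparison, since XLOC numbers can change between assemblies. Odorant receptor entries were picked by identifier. The 95% interval of a list median is the order-statistic interval over entries, which are not independent replicates.

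The named genes are those the study names in its text and its supergene list, then for each pattern up to 3 genes per direction with the largest ratio to the nearer library and a mean normalized count of at least 100, then the 3 entries with the highest mean TPM. This rule and the main settings were fixed before the data were examined. Alternatives fixed at the same time were TMM scaling (edgeR 4.0.16), median-of-ratios scaling (DESeq2 1.42.0), scaling by library totals, deposited TPM with a mean of at least 1, pseudocounts of 0.5 and 5, no filter, a mean count of at least 100, thresholds of 1.5-fold and 4-fold, thinning to equal totals, SINVm1_gene entries only, an interval that excludes 1-fold, and no condition on the other libraries. For edgeR and DESeq2, expected counts were rounded to whole numbers, and only the size factors of these tools were used.

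The procedure was tested on simulated data. Poisson counts for the real entries were drawn from the real means and size factors. Of 200 genes with a mean of 10 to 100 counts that were changed 4-fold in P_Bb, the genotype pattern recovered 187 (93.5%). It recovered 200 of 200 (100%) with a mean of at least 100. No changed gene was called in the wrong direction (0 in either run), and 25 and 16 unchanged genes were called among 9261 genes tested in each run. The intervals held the true ratio for 94.1% and 95.2% of genes in these runs, and for 95.9% and 96.1% when the true size factors were used. In 100 lists of unchanged genes, the mean percentile was 49.7 and 12 lists fell in the outer 10%. Counting error alone was also simulated 200 times with every gene equal in the 3 libraries. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.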

Results

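The study asked which genes differ in worker antennae with supergene genotype (*SB/Sb* against *SB/SB*) or with social form (monogyne, with a single queen per colony, against polygyne, with several). The supergene is a region inherited as a unit, with the variants *SB* and *Sb*. The data were 3 pooled RNA-Seq libraries, 1 each for P_Bb, P_BB and M_BB. The expected counts summed to 3351500 in P_Bb, 3421923 in P_BB and 3948464 in M_BB. Counts above 0 were recorded for 13125, 13128 and 13271 of the 19703 reference entries in that order. A TPM of at least 1 was reached by 11023, 11003 and 11047 entries. The 10 entries with the highest counts held 12.5% of the counts in P_Bb, 13.8% in P_BB and 12.1% in M_BB. XLOC entries held 11.9%, 13.5% and 11.3% of the counts, and odorant receptor entries held 0.765%, 0.794% and 0.696%. The 9260 genes compared comprised 7897 SINVm1_gene, 993 XLOC and 370 SiOR entries, and their median mean normalized count was 110.2. At 10 normalized counts a 2-fold ratio lies within the range of counting error, and at 100 it does not. None of the differences below has a replicate check within these libraries. By quantitative PCR on separate antennal samples, the study found SINVm1_gene_02111, SINVm1_gene_05144, SINVm1_gene_05175 and SINVm1_gene_05326 higher in P_Bb than in both other classes.

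The 3 entries with the highest mean TPM were SINVm1_gene_06964, SINVm1_gene_06799 and SINVm1_gene_03973. SINVm1_gene_06964 had 121306 TPM in P_Bb, 127705 in P_BB and 122089 in M_BB. The mean TPM was 24215 for SINVm1_gene_06799 and 13976 for SINVm1_gene_03973. All 3 differed by less than 2-fold between libraries. Across genes, the log2 normalized counts of P_Bb and P_BB had a Pearson correlation of 0.977. The correlation was 0.973 between P_BB and M_BB and 0.970 between P_Bb and M_BB. These values are across genes, which are not independent replicates.

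Between P_Bb and P_BB, which differ in genotype within the same colonies, 279 genes (3.01% of those compared) differed at least 2-fold, 152 higher and 127 lower in P_Bb. Between P_BB and M_BB, which share the *SB/SB* genotype and differ in social form and colony, 384 genes (4.15%) differed, 168 higher and 216 lower in P_BB. Between P_Bb and M_BB, which differ in genotype, social form and colony, 406 genes (4.38%) differed, 197 higher and 209 lower in P_Bb. In 200 simulations with counting error alone, the highest numbers were 130, 108 and 113 genes for the 3 comparisons. The filter on low counts moved these numbers most: without it, 2785, 2382 and 2479 genes differed. Among the 4867 genes with a mean normalized count of at least 100, 5 genes differed at least 2-fold between P_Bb and P_BB, 32 between P_BB and M_BB and 29 between P_Bb and M_BB. No simulation with counting error alone gave such a gene at that count (0 genes). Of the 32 genes, 25 were higher in M_BB. The 5 genes, of which SINVm1_gene_02960, SINVm1_gene_05326, XLOC_007352 and XLOC_016844 were higher in P_Bb and SINVm1_gene_10534 was higher in P_BB, all met 1 of the 3 patterns.

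P_Bb stood apart from both *SB/SB* libraries in 89 genes, 37 higher and 52 lower. M_BB stood apart from both polygyne libraries in 141 genes, 69 higher and 72 lower. P_BB stood apart in 74 genes, 19 higher and 55 lower. Counting error alone gave a mean of 20.1 genes for P_Bb, 14.8 for M_BB and 20.7 for P_BB, with highest values of 35, 27 and 34. Each observed number was above all 200 simulations. The median mean normalized count was 15.0 for the P_Bb genes, 20.2 for the M_BB genes and 15.3 for the P_BB genes. With a mean of at least 100 counts, 2 genes stood apart in P_Bb, 14 in M_BB and 3 in P_BB. XLOC entries made up 31.1% of the P_BB genes, 20.6% of the M_BB genes and 18.0% of the P_Bb genes, against 10.7% of all genes compared. A posterior standard deviation of at least 1 count, which marks reads divided between similar entries, was found in 19.1% of the P_Bb genes, 21.3% of the M_BB genes and 17.6% of the P_BB genes, against 14.0% of all genes compared.

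**Figure D1:**
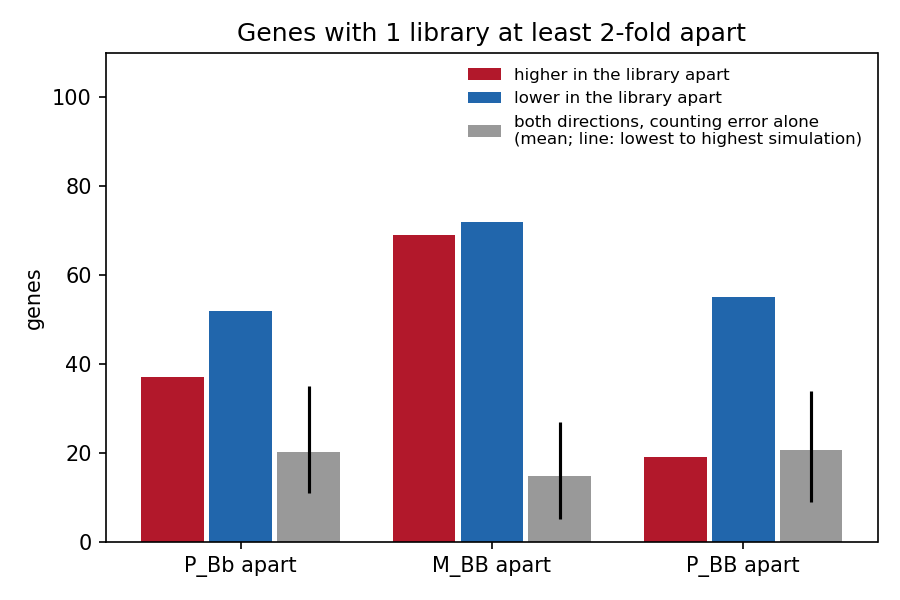
Number of genes (vertical axis) for which P_Bb, M_BB or P_BB lay at least 2-fold above (red) or below (blue) both other libraries, with the mean (grey bar) and range (black line) of the sum of both directions in 200 simulations of counting error alone. The M_BB bars, 69 and 72 genes, are the highest of their kind, and the P_BB bars are the most unequal, 19 and 55 genes.

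The genes with at least 100 counts that stood apart in P_Bb were SINVm1_gene_05326 and XLOC_007352, both higher. SINVm1_gene_05326 had 417 normalized counts in P_Bb, 185 in P_BB and 132 in M_BB. XLOC_007352 had 257, 112 and 115 normalized counts in the same order. No gene with at least 100 counts was lower in P_Bb. The M_BB genes with the largest ratios upward were SINVm1_gene_13864, SINVm1_gene_14166 and SINVm1_gene_10535. SINVm1_gene_13864 had 6827 normalized counts in M_BB, 1196 in P_Bb and 1528 in P_BB, a log2 ratio of 2.32 (95% interval 2.26 to 2.39) of M_BB to the mean of the other 2 libraries. SINVm1_gene_14166 had 830.4 normalized counts in M_BB, 199 in P_Bb and 128 in P_BB. SINVm1_gene_10535 had 227, 40.4 and 68.7 normalized counts in that order. Lower in M_BB were SINVm1_gene_01492, with 77.3 normalized counts in M_BB, 209 in P_Bb and 213 in P_BB, and SINVm1_gene_03647, with 60.4, 134 and 210.4. Higher in P_BB was SINVm1_gene_10534, with 1791 normalized counts in P_BB, 888 in P_Bb and 730 in M_BB. Lower in P_BB were SINVm1_gene_02960, with 51.1 normalized counts in P_BB, 189 in P_Bb and 123 in M_BB, and XLOC_016844, with 115, 236 and 269.9.

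The entry for *SiOBP12*, an odorant-binding protein gene in the supergene (SINVm1_gene_02111), had 257 counts in P_Bb, 8 in P_BB and 16 in M_BB. The normalized counts were 274, 8.35 and 14.4. Without a pseudocount, P_Bb was 24.1-fold above the mean of the other 2 libraries. With a pseudocount of 1, the log2 ratio was 4.48, and the 95% interval, computed without one, was 3.96 to 5.23. The study traced the higher expression in *SB/Sb* antennae to *SiOBP12b′*, a duplicate found only in *Sb*, and not to the *SiOBP12* alleles themselves. Reads of that duplicate were not separated from those of *SiOBP12* here. The alternative that moved the ratio most was a pseudocount of 5, with a log2 ratio of 4.09.

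Of the 16 SINVm1_gene identifiers in the study's list of genotype genes, 13 passed the filter. The direction listed was found in both ratios of P_Bb for 11 of these 13. Random lists matched on expression had a mean of 4.55 genes with the listed direction, and the highest number in any of them was 11. At least 2-fold apart in both ratios were 9 of the 11 genes. The median log2 ratio in the listed direction was 2.51, above the medians of all 10000 random lists (percentile 100). The filter moved the number most, to 3 of 3 genes with at least 100 counts, of which 1 was at least 2-fold apart in both ratios. The median of those 3 genes was 0.58. This filter is on the mean of the 3 libraries, so it dropped genes that were high in P_Bb alone. SINVm1_gene_02111, SINVm1_gene_05144 and SINVm1_gene_05175 had means of 98.9, 72.6 and 56.7, though P_Bb had 274, 161 and 148 normalized counts. The 2 genes without the listed direction, named after their values were seen where outside the rule, were SINVm1_gene_00196 and SINVm1_gene_13984. SINVm1_gene_00196, listed as lower in P_Bb, had 61.9 normalized counts in P_Bb, between 48.3 in M_BB and 81.4 in P_BB. SINVm1_gene_13984, listed as higher in P_Bb, had 2 counts in P_Bb, 16 in P_BB and 15 in M_BB. P_Bb was at the floor, and the 95% interval of its log2 ratio to the mean of the other 2 ran from -5.92 to -0.84.

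Of the other supergene genes in that list, SINVm1_gene_05175 had 148 normalized counts in P_Bb, 14.6 in P_BB and 7.19 in M_BB, a 13.6-fold difference from the mean of the last 2. SINVm1_gene_05144 had 161, 20.9 and 35.9 normalized counts, a 5.67-fold difference. SINVm1_gene_05176 had 243, 152 and 187 normalized counts, a 1.43-fold difference with a log2 interval from 0.26 to 0.75. SINVm1_gene_00166 is outside that list and, per the study, outside the supergene. The study listed it as different in all comparisons but proposes genotype as its main factor. It had 3 counts in P_Bb and 0 in P_BB and M_BB, all at the floor, so no fold is given.

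**Figure D2:**
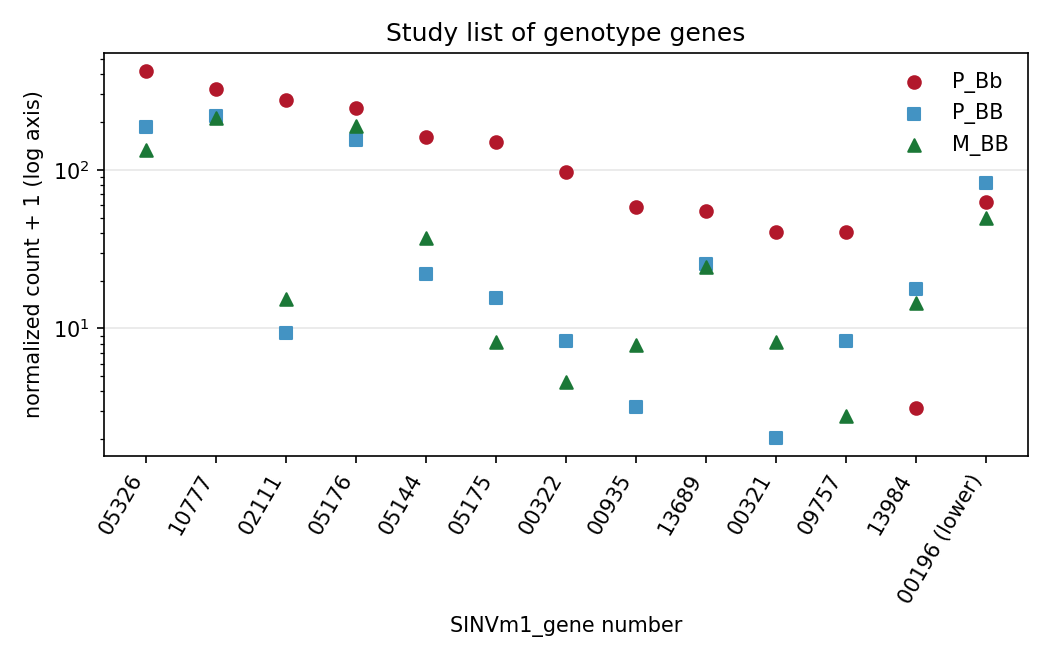
Normalized count plus 1 (vertical log axis) in P_Bb (circles), P_BB (squares) and M_BB (triangles), 1 library each, for the 13 SINVm1_gene entries of the study's genotype list that passed the filter; the entry listed as lower in P_Bb is marked. P_Bb lay above both *SB/SB* libraries for 11 entries and below both for SINVm1_gene_13984.

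Of the 26 SINVm1_gene identifiers in the list of social form genes, 23 passed the filter and 20 had the listed direction in both ratios of M_BB, against a mean of 8.26 and a highest number of 17 in random lists. These were 13 of 14 genes listed as higher in M_BB and 7 of 9 listed as lower. The median log2 ratio in the listed direction was 0.43, above the medians of all 10000 random lists (percentile 100). At least 2-fold in both ratios were 4 genes, SINVm1_gene_01163, SINVm1_gene_02300, SINVm1_gene_10721 and SINVm1_gene_14166. Without the listed direction were 3 genes, SINVm1_gene_01363, SINVm1_gene_10887 and SINVm1_gene_14059. Except for SINVm1_gene_14166, these 7 genes were chosen after their values were seen.

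The odorant receptor entry named SiOR463 had 39 counts in P_Bb, 49.9 in P_BB and 48 in M_BB. Its ratio of P_Bb to the mean of the other 2 was 0.873, with a 95% interval from 0.590 to 1.29 that includes 1. The XLOC_016888 entry, which the study calls *SiOR463*, had 4, 1 and 2 counts. The 2 entries were matched by name only, and their sequences were not compared. SiOR163 had 1.25, 0 and 6.69 counts in the same order. With all 3 entries summed, the ratio was 0.907 (95% interval 0.619 to 1.29). SiOR462 had 0, 2 and 0 counts and SINVm1_gene_13698 had 1, 2 and 0, all at the floor, so that a difference in either was not detectable at this depth.

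Over the 370 odorant receptor entries that passed the filter, the median log2 ratio of P_BB to M_BB was 0.27 (95% interval 0.21 to 0.33), and that of P_Bb to M_BB was 0.20 (0.15 to 0.24). Both lay above the medians of all 10000 random lists matched on expression (percentile 100), whose highest medians were 0.098 and 0.116. The ratios share the M_BB library and are not independent. The median ratio of P_Bb to P_BB was -0.04 (-0.07 to 0.01), at percentile 1.96. Its interval lay below 0 under TMM (-0.10 to -0.02), median-of-ratios scaling (-0.09 to -0.01) and TPM (-0.10 to -0.02). The percentiles there were 1.33, 1.38 and 0.04, in that order. The interval included 0 under library totals (-0.07 to 0.01) and with at least 100 counts (-0.03 to 0.13), at percentiles 1.74 and 85.41. M_BB was the lowest library for 207 of the 370 entries (55.9%), against 38.1% of all genes compared. At least 2-fold between P_BB and M_BB, 17 entries were higher in P_BB and 1, SiOR421, was higher in M_BB; the latter was named after its values were seen. XLOC entries moved in the same direction, with median log2 ratios of 0.15 for P_BB to M_BB and 0.11 for P_Bb to M_BB. The medians of SINVm1_gene entries were -0.01 and 0.01. The random lists were not matched on kind of entry, so their percentiles do not show that the shift is confined to receptors. The direction of the receptor medians against M_BB was the same under all 4 alternative scalings, TPM included, none of which moved the median of all genes by more than 0.1. The filter at 100 counts moved the P_BB to M_BB median most, to 0.19 over 65 entries.

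**Figure D3:**
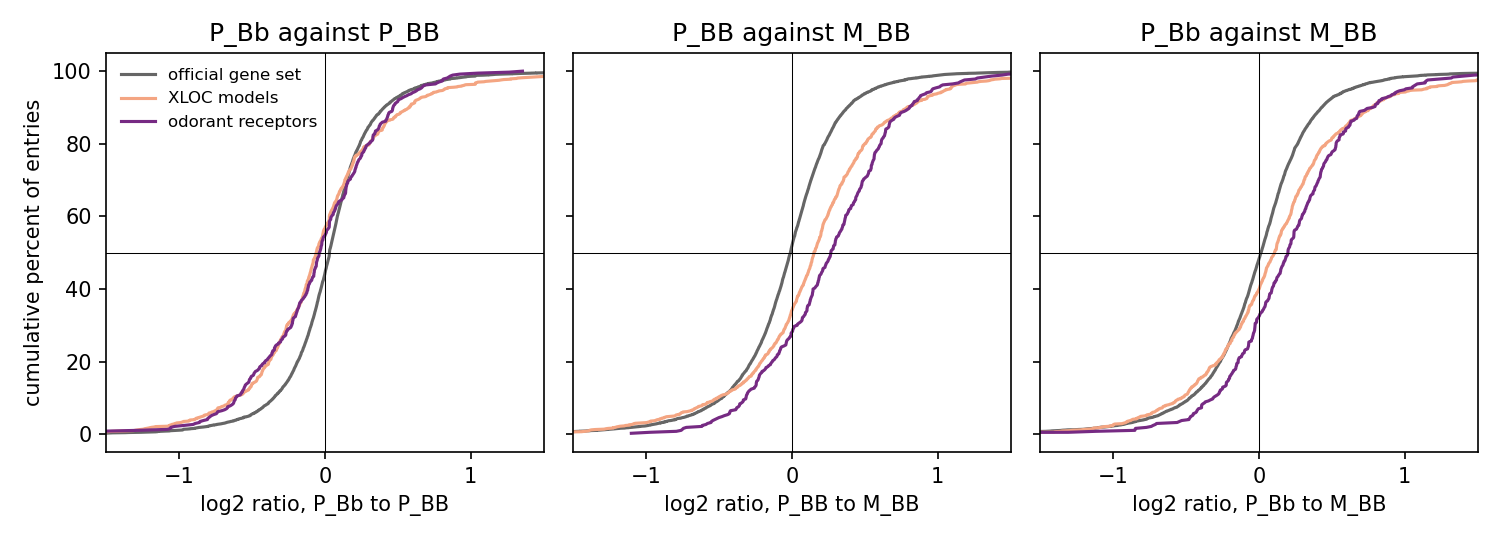
Cumulative percent of entries (vertical axis) by log2 ratio of normalized counts (horizontal axis) for official gene set, XLOC and odorant receptor entries in the 3 library comparisons; ratios beyond 1.5 are outside the frame. The receptor curve crosses 50% at 0.27 for P_BB against M_BB and at 0.20 for P_Bb against M_BB, to the right of the official gene set, and at -0.04 for P_Bb against P_BB.

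The merged transcript models on Si_gnH comprised 57377 transcripts at 37105 loci on 4321 scaffolds or contigs. More than 1 exon was present in 53.5% of transcripts, and the median transcript length was 1458 bases. By their class code against the reference models, 18386 transcripts (32.0%) matched a reference transcript fully, 12184 (21.2%) shared a splice junction with one and 24008 (41.8%) lay between reference genes. These models pool the libraries and carry no expression values.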

Values the study reported

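From separately sequenced libraries of the same worker classes, the study reported 81 DEGs, of which 46 differed at least 2-fold. It reported 36 genes by supergene genotype, with 31 higher and 5 lower in P_Bb, and 43 genes by social form, with 21 higher and 22 lower in M_BB. It located 7 of the 81 genes in the supergene.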

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

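No paired analysis was possible because each class had 1 library, and leaving out a library was not possible for the same reason. The 4 alternatives for clustering on scaffolds were not run, since positions were not joined to expression values. Alternatives with XLOC identifiers in the study's lists, and with a posterior standard deviation under 1 count, were chosen after seeing the data.

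Numbers of genes are given in the order P_Bb against P_BB (279 in the main setting), P_BB against M_BB (384), P_Bb against M_BB (406), then P_Bb apart (89), M_BB apart (141) and P_BB apart (74). Under TMM, median-of-ratios scaling, library totals, a pseudocount of 0.5, thinning to equal totals and the interval condition, and for the patterns without the condition on the other libraries or with a posterior standard deviation under 1 count, each number stayed within 1.5 times of the main one. With deposited TPM they were 960, 951, 1026, 358, 337 and 315. With a pseudocount of 5 they were 146, 220, 260, 56, 85 and 29. Without the filter they were 2785, 2382, 2479, 1028, 878 and 977. With at least 100 counts they were 5, 32, 29, 2, 14 and 3. At 1.5-fold they were 1014, 1272, 1319, 384, 574 and 337, and at 4-fold 40, 52, 66, 18, 21 and 8. These thresholds, filters and the higher pseudocount change the number by construction, by letting more or fewer genes pass. For TPM the cause was not tested. With SINVm1_gene entries only, P_BB stood apart in 49 genes, because XLOC and SiOR entries were left out.

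M_BB apart was the most frequent pattern in the main setting and at 100 counts, but with TPM and without the filter P_Bb apart was. Scaling alternatives moved the share of higher against lower genes by over 10 percentage points once: with TPM, P_BB was higher in 127 genes and lower in 188, against 19 and 55. The main splits into higher and lower were 152 and 127, 168 and 216, and 197 and 209 for the comparisons and 37 and 52, 69 and 72, and 19 and 55 for the patterns, in the order above. Other alternatives moved them too. Without the filter P_BB against M_BB was 1357 and 1025, P_Bb against M_BB 1421 and 1058, P_Bb apart 640 and 388, and P_BB apart 606 and 371, all reversed. M_BB apart was 69 and 45 with the interval condition, 62 and 42 with SINVm1_gene entries only, 52 and 33 with a pseudocount of 5 and 13 and 8 at 4-fold. At 4-fold P_Bb against P_BB was 27 and 13, and P_Bb apart was 12 and 6. With SINVm1_gene entries only P_BB against M_BB was 90 and 184, and P_BB apart 7 and 42. At 1.5-fold P_BB apart was 130 and 207. With at least 100 counts the comparisons were 4 and 1, 7 and 25, and 8 and 21, and P_Bb apart and M_BB apart were 2 and 0, and 12 and 2. Only P_Bb against P_BB kept the same direction more frequent under every alternative.

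The listed direction was found for 11 genotype genes in the main setting, 3 of 3 tested with at least 100 counts, and 19 of 22 with XLOC identifiers included. Their median log2 ratio was 2.51, 0.58 and 1.36 in that order, and 9, 1 and 12 genes were at least 2-fold apart in both ratios. The first number fell because 10 genes no longer passed the filter, and the second rose because more genes were tested. The number of social form genes with the listed direction stayed within 1.5 times of 20. The *SiOBP12* ratio kept within its interval under all 6 alternatives. The receptor medians against M_BB stayed above 0 under every alternative. Outside their main intervals were the P_BB to M_BB median with at least 100 counts, 0.19, and the P_Bb to M_BB median with TPM, 0.15. The P_Bb to P_BB median changed sign with at least 100 counts, to 0.057. The cause was not tested. Of 21 log2 ratios of named genes under 6 alternatives each, 9 of 126 values moved outside their intervals, in 4 genes, and 0 reversed.

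Depth limits the counts of genes. The median gene that met a pattern had 15.0 to 20.2 normalized counts. Counting error alone gave up to 35 genes with P_Bb apart, 27 with M_BB apart and 34 with P_BB apart over all 9260 genes, and 0 with at least 100 counts.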

Other observations

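The tests of pools and colonies, of counting error at 100 counts or more, of SiOR463, of SINVm1_gene_13984, and of shared reads in genes with 0 counts were chosen only after the values they bear on had been seen.

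P_Bb stood apart in 89 genes here and M_BB in 141. Both are higher than the numbers of genotype and social form genes quoted from the study above. A fold threshold without replicates and a replicated test do not select genes in the same way. The genes that stood apart at least 2-fold were more than counting error alone gave, at most 35 in P_Bb, 27 in M_BB and 34 in P_BB. That argues against counting error as the whole of any of the 3 patterns. For each gene in which P_BB stood apart there were 1.20 genes in which P_Bb did and 1.91 in which M_BB did, in the main setting. That balance moved with the processing. In the order P_Bb, M_BB and P_BB, the numbers were 358, 337 and 315 with TPM. Without the filter they were 1028, 878 and 977. With a pseudocount of 5 they were 56, 85 and 29. They were 2, 14 and 3 with at least 100 counts, and 18, 21 and 8 at 4-fold. P_BB apart follows neither genotype nor social form alone, so differences between pools, such as uneven amplification, may account for a large part of the P_Bb and M_BB genes too. The size of that part stays open, because the balance changed with the processing. With 1 pool per class, genotype and pool cannot be told apart, nor can social form and pool.

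With at least 100 counts, 32 genes differed at least 2-fold between P_BB and M_BB and 5 between P_Bb and P_BB. Counting error alone gave 0 such genes in any simulation. The filter is on the mean over libraries, so a gene high in 1 library alone, such as SINVm1_gene_02111 in P_Bb, can fail it. After thinning the libraries to equal totals there were 34 and 5 genes, which argues against library depth. The P_Bb and P_BB pools share their colonies and the M_BB pool does not. Of the 32 genes, M_BB stood apart in 14, P_BB stood apart in 3 and 15 met no pattern. Social form and colony background may each account for the 14 genes and cannot be told apart, because they split the libraries in the same way. In the 3 genes P_BB differed from P_Bb of the same colonies while P_Bb and M_BB lay within 2-fold, which neither factor alone gives.

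Odorant receptor entries were lower in M_BB than in P_BB, with a median log2 ratio of 0.27. A scaling factor moves receptors and matched random lists alike, so the difference between them does not bear on scaling. Transcript length is argued against, since random lists matched on expression and length had a median of 0.0021 and a highest median of 0.10. Reads shared between receptors are argued against: the 204 entries with a posterior standard deviation under 1 count had a median of 0.28. After adding the counts of a paired second entry the median was 0.27. After thinning to equal totals it was 0.26, which argues against depth. Random lists were not matched on kind of entry, and XLOC entries moved the same way, with a median of 0.15. The shift is therefore not confined to receptors. Random lists also do not carry the co-regulation of a gene family, so they understate how far a family can move together between pools. The receptor median between the polygyne pools from the same colonies was -0.037 in the main setting. It ranged from -0.065 with TPM to 0.057 with at least 100 counts. Social form and colony background stay open as candidate explanations and cannot be told apart, since they split the libraries in the same way. The dissection and the amplification of each pool stay open too, since no value here measures them.

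The study describes *SiOR463* as less expressed in *SB/Sb* workers. The entry named SiOR463 had a ratio of 0.873 in P_Bb, with a lower 95% bound of 0.590. That bound lies above 0.5 and argues against counting error hiding a ratio of 0.5 in this entry. It does not cover differences between pools. Shared reads are argued against by a posterior standard deviation of at most 0.3 counts. Whether this entry is the receptor the study describes stays open, since it was matched by name only. The study gives XLOC_016888 for that receptor. That entry had 4, 1 and 2 counts in P_Bb, P_BB and M_BB, too few to tell. The reference that the study describes held fewer entries than the one used here, so counts of this entry may not be comparable with the study's. No biological explanation was tested.

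SINVm1_gene_13984 went against its listed direction. Counting error is argued against by the upper 95% bound of its log2 ratio, -0.84, computed from 2, 16 and 15 counts. Shared reads are argued against by a posterior standard deviation of 0 in every library. The bound covers 1 gene picked because it stood out among 13. The study's list came from other aliquots of the same amplified cDNA, so uneven amplification before pooling would be shared with it. Uneven amplification of a low transcript during library preparation was not tested.

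Among genes with 20 or more normalized counts in a library, 12 had 0 counts in another. Simulations with counting error alone gave 0 such genes. A posterior standard deviation of at least 1 count was found in 75% of the 12, against a mean of 12.8% and a highest value of 66.7% in random lists matched on expression. Reads divided between near-identical entries may therefore account for most of them. The clearest case, chosen after its values were seen, was SiOR280 with 0, 86.6 and 0 normalized counts in P_Bb, P_BB and M_BB, beside SINVm1_gene_14573 with 71.5, 0 and 53. Both had posterior standard deviations of 19.6, 14.6 and 16.2 counts. Their sum of 71.5, 86.6 and 53 stayed within 2-fold. SiOR2, with 0, 26.9 and 35.0 normalized counts, had the same posterior standard deviations as SINVm1_gene_10645, with 23.5, 2.27 and 0. Their sum was 23.5, 29.2 and 35.0. SiOR2 was 1 of the genes that met the genotype pattern, and SiOR280 was 1 of those in which P_BB stood apart.

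Equal posterior standard deviations of at least 1 count in all 3 libraries linked 77 such pairs, 35 of them a receptor entry and an entry of another kind. A gene that met a pattern was a member of 14 pairs, and the summed counts of 3 of these pairs still met a pattern. Summing 2 entries can remove a pattern by itself, so this does not show that reads had moved.

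For 3 of the 12 genes, shared reads are argued against, since their posterior standard deviation was at most 0.06. These were XLOC_000436 with 116 counts in P_Bb, 6 in P_BB and 0 in M_BB, XLOC_012911 with 21, 34 and 0, and SINVm1_gene_02188 with 0, 1 and 54, all named after their values were seen. XLOC_000436 is on the study's list of genes higher in P_Bb. Sequence that differs between colonies or between *SB* and *Sb* may explain such values, but it was not tested.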
